A study of Cyprinus carpio with 12 samples. Its data were reported in "Comprehensive multi-omics analysis uncovers potential risks of aged sperm on offspring development after short-term storage" (2025).

How the data were processed

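Whole-genome bisulphite sequencing, which reads methylated cytosines as C and unmethylated cytosines as T, was applied to sperm and to mid-blastula embryos of common carp. According to the labels, the 12 libraries fall into 4 groups of 3. These are fresh sperm (day 0), sperm stored for 14 days, embryos obtained with fresh sperm and embryos obtained with 14-day-stored sperm. The study's methods state that fresh and stored sperm came from the same males and that the eggs of a single female were used. They also mention multiple hormone injections and stripping of males, and do not state whether fresh and stored sperm of a male came from the same stripping. If they did not, storage cannot be told apart from the time of stripping. If they did, the fertilisations would lie 14 days apart, and in embryos storage could not be told apart from the date of fertilisation and the eggs used. According to the same methods, the authors mapped clean reads with BSMAP (version not given in the sources used here) to the common carp RefSeq assembly of which a gene table was used here, removed duplicate reads, merged the mappings of each library and took the methylation level as methylated reads over all reads covering a cytosine.

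The tables used here are lists of differentially methylated regions (DMRs) in CpG context, 1 list for sperm and 1 for embryos. For each region the authors deposited the mean methylation level of each group as a fraction between 0 and 1, printed here as a percentage, with a single value for the 3 libraries of a group. The authors also deposited the signed difference of the levels, a p-value per region and the count of CpG sites in the region. The depth behind each region's level and values per library are not in the tables used here, so no interval for a level and no spread between replicates could be computed and no level carries an error. Every listed region had at least 5 CpGs, a p-value below 0.05 and an absolute difference of at least 0.1, which was checked on all regions. The stated 2-fold change was met by 3.94% of sperm regions and 4.20% of embryo regions. The deposited difference equals fresh minus stored within 1e-05 in every region, and its sign was turned here, so that "hyper" means higher and "hypo" lower in the stored group. Windows that were tested and missed the threshold are not used here, so no correction for multiple testing over windows could be made.

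The methods name a Fisher test, and the form of the deposited p-values was examined because it decides what they measure. Each p-value was turned back into the rank sum that a two-sided rank-sum test with a normal approximation and no continuity correction would need for it, with 1 to 6 values per CpG and group. With 3 values per CpG and group, 99.9% of sperm regions and 99.9% of embryo regions gave a whole rank sum within 0.05, against 4.09% to 11.9% in sperm and 4.24% to 12.0% in embryos for the other numbers. In simulated data the same calculation gave whole sums for 100% of rank-sum p-values and 11.5% of t-test p-values. Read in this way, each p-value treats every CpG of every library as an independent value, although CpGs of a library share their fragments, and it does not measure the spread between the 3 libraries alone.

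Gene positions came from a RefSeq gene table of the same assembly that holds 59559 genes, of which 55089 lie on the 25 A and 25 B chromosomes of this allotetraploid genome. The 50 chromosome accessions of the region lists were matched in order to A1 to A25 and B1 to B25. The last region and the last gene of matched chromosomes ended within 129.6 kb of each other, with a median of 19.5 kb, and the smallest median in 1000 shuffled orders was 3115 kb. The assignment with the least total difference of ends equalled this order for 46 of the 50 chromosomes, so for the others the match rests on the order and not on the ends. Regions on joined unplaced sequence (3143 in sperm, 3059 in embryos) were kept in counts of regions and left out of gene assignments. The gene table gives no strand, exons or descriptions, and no genome sequence was used. Regions were therefore classed as gene body, as flank (within 1 kb of either gene end, in place of a promoter) or as intergenic, genes were matched on length in place of CpG number, random placement was uniform in base pairs, and gene lists were matched by symbol only. These departures from the design fixed before the data were examined follow from the reference.

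Overlap of sperm and embryo regions required 1 bp. Chance overlap came from 1000 random placements (200 in the alternatives) of the embryo regions on their chromosomes, and agreement of direction was tested with a two-sided Fisher exact test. Shared genes and 19 fixed gene lists were compared with 10000 random draws matched on gene length in 20 bins, two-sided, with Benjamini-Hochberg adjustment over the lists of a tissue. Subgenome densities were compared with a two-sided sign-flip permutation test with 100000 resamples over the 25 pairs of homeologous chromosomes. Shares carry exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only and treat regions as independent. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

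The lists were axon guidance, cell adhesion, synapse, ion channel, cardiac, homeobox, Notch and Wnt, chromatin, germ line, blood, circadian, immune, heat shock, maternal and yolk, vision, antioxidant, DNA repair, methionine cycle, and ribosome and proteasome genes. They were fixed before the data were examined and matched by symbol prefixes, so that some hold relatives with another role. Examples are rps6ka5, a kinase, among ribosome genes and il1rapl1a, a synaptic receptor, among immune genes. Of the 41870 placed protein-coding genes, 9616 carry a symbol other than a locus number, and only these can enter a list. Genes are named by a rule fixed beforehand. It takes, per tissue and direction, the 8 regions with the largest difference and p below 0.001 in the body or flank of a named gene, up to 3 members of each list by the same criteria, the 10 genes singled out by the study under the gene identifiers it gives, and the 6 overlapping pairs per agreeing direction with the largest smaller difference. Not every gene that the rule names is printed.

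The calculations for gene lists, overlapping regions, shared genes and the form of the p-values were tested on simulated data. With 3 lists per set planted at 3 times the chance of a region in 41870 genes, 100% of planted lists were recovered over 20 sets, and 0.938% of unplanted lists were called with length matching against 15.0% without it. The planted lists were homeobox, immune, and ribosome and proteasome genes, in which few genes are expected to hold a region. Recovery was not simulated for lists in which most genes are expected to hold one, such as axon guidance, or for lists of few genes. Of 3000 planted overlaps, 100% were found. For 40 simulated pairs of gene lists independent at a given length, matching gave a mean ratio of 1.00 and called 10.0% of pairs, against 1.31 and 100% without matching. Alternatives were p below 0.01 or 0.001, a difference of at least 0.2, a 2-fold change, at least 10 CpGs, no unplaced sequence, 50% reciprocal overlap, a distance of up to 500 bp, 2 kb flanks, protein-coding genes only and no length matching. Chosen after seeing the data were a split at a mean level of 0.75, displacement of embryo regions by 5000 to 50000 bp, 100 length bins and named genes as the background.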

Results

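The data describe CpG methylation in fresh sperm of common carp (Cyprinus carpio), in sperm stored for 14 days, and in mid-blastula embryos obtained with each kind of sperm. The mid-blastula is the stage around which transcription of the embryo's own genome begins. Each of the 4 groups had 3 libraries, and the authors' lists give 1 methylation level per group and region, so that no level below carries a replicate error or a depth. The comparison of stored with fresh sperm asks which regions differ between them, and the comparison of embryos asks whether embryos from stored sperm differ in the same regions. Words such as change, gain, loss, after storage or went from compare the groups and do not follow a single sample through storage. Coordinates refer to the RefSeq assembly of the gene table and count from 1.

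In stored sperm, regions with higher methylation outnumbered regions with lower methylation. The list held 41022 regions, of which 25436 were hyper and 15586 hypo, a hyper share of 62.0% (95% interval 61.5 to 62.5). Hyper regions had a median of 83.2% in fresh and 95.8% in stored sperm, and hypo regions went from a median of 92.4% to 78.3%. The direction depended on the methylation level. Among regions with a mean level of at least 75%, which made up 78.2% of the list, 67.4% were hyper (66.9 to 67.9), whereas among regions between 25% and 75% 42.6% were hyper (41.5 to 43.7) and below 25% 43.3% (40.6 to 46.0). Hypo regions also prevailed among large changes, with 47.5% hyper at 20 to 25 percentage points and 39.9% at 25 to 30 points. With a difference of at least 0.2, a 2-fold change or at least 10 CpGs, the share over the whole list fell below 50%, to 44.9%, 41.4% and 45.5%.

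Most changes were small and short. The median absolute difference was 12.4 points, 73.6% of regions differed by less than 15 points, and the median region held 5 CpGs over 89 bp. There were 9641 regions (23.5%) with a p-value below 0.001 in the authors' deposited table.

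**Figure D1:**
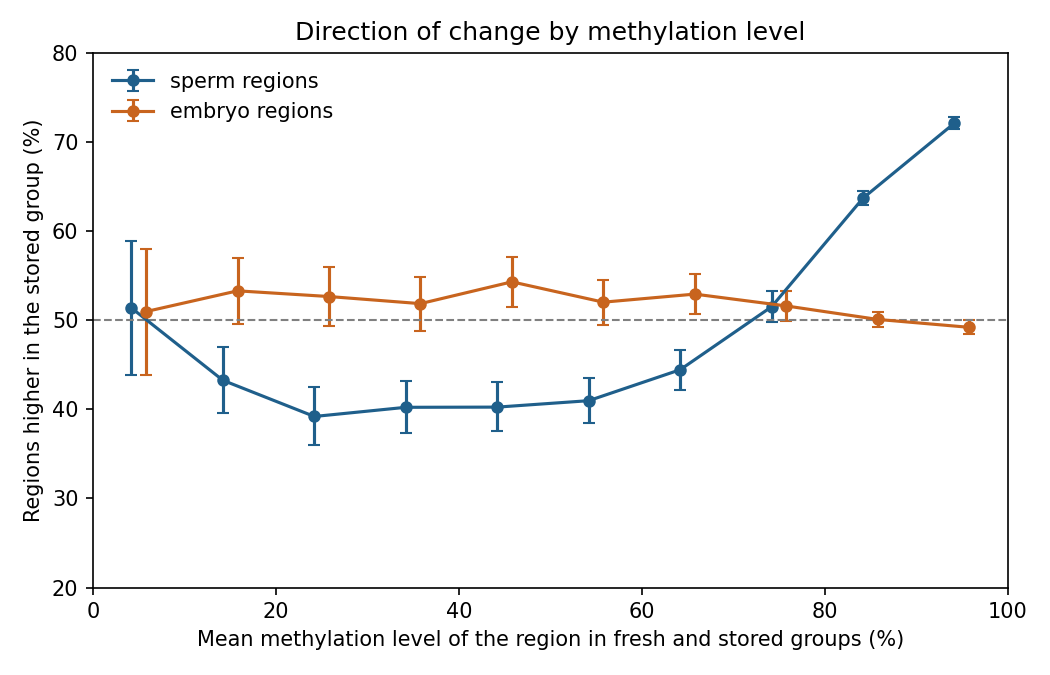
Share of regions higher in the stored group (%) against the mean methylation level of the region over fresh and stored groups (%), in bins of 10 points, for sperm and embryo regions. Points are shares and bars exact 95% binomial intervals; the sperm share was 40.3% in the bin from 40% to 50% and 72.1% in the bin from 90% to 100%, while the embryo shares were 54.3% and 49.2%.

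Among sperm regions in named genes with p below 0.001 in the authors' deposited table, lrp6 had the largest gain and the flank of usf2 the largest loss. A region of 7 CpGs in lrp6, a Wnt co-receptor (chromosome A4, 600417 to 600441), went from 36.9% in fresh to 88.8% in stored sperm. In nudcd2 (A14, 27588952 to 27588990) the level went from 41.9% to 91.2%, and in slc29a4a, a member of the nucleoside and monoamine transporter family (B3, 20148500 to 20148514), from 26.4% to 68.7%. Regions in trps1, a zinc finger repressor, went from 51.5% to 91.2%, in rab1bb, a small GTPase of vesicle transport, from 22.8% to 62.4%, in commd10 from 24.4% to 62.7% and in the adaptor gene sash1b from 41.6% to 78.8%. A region in the flank of fmr1, which encodes an RNA-binding protein of translation control, went from 20.0% to 57.5%. Losses among these regions included the flank of usf2, a basic helix-loop-helix transcription factor (B19, 20204072 to 20204132), from 65.3% to 15.3%, antxr1c (A12, 1712763 to 1713042) from 93.6% to 46.9% and fam20a, a gene of secretory pathway phosphorylation (A12, 1813683 to 1813735), from 77.9% to 35.1%. Lower levels after storage were also listed in the microtubule-affinity kinase gene mark4b (75.2% to 33.2%), in the centrosomal genes pibf1 (97.3% to 58.4%) and cntln (71.5% to 35.4%), in the formin gene fhod3a (60.3% to 21.5%) and in hdx (82.1% to 46.6%). A large difference of means need not hold in all values. With the p-values read as rank sums, the share of fresh and stored value pairs in the region's direction ran from 73.7% in antxr1c to 99.1% in commd10 (lrp6 84.8%). A two-sided p-value carries no direction, so the rank order was assumed to follow the difference of means.

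Regions of sperm reached 10866 of 41870 protein-coding gene bodies, and neural and adhesion genes were hit about as often as other genes of their length. In the axon guidance list 34 of 52 genes held a region against 32.4 expected for genes of the same length. Examples were unc5db (51.6% to 77.9%), sema3aa (81.9% to 98.7%) and dpysl5a (93.3% to 75.9%). Cell adhesion had 34 of 53 genes (34.7 expected), with tenm2b (25.96% to 46.3%), cntnap3 (76.1% to 93.7%) and nlgn3a (81.2% to 97.7%), and the synapse list had 28 of 47 (26.7 expected), with dlg1b (80.1% to 98.8%), grid1a (79.2% to 96.3%) and syt7a (96.0% to 79.7%). Ion channel genes had 45 of 85 (39.9 expected), among them kcnma1a (39.7% to 73.1%), scn5lab (53.8% to 79.5%) and the cardiac potassium channel gene kcnh2b (93.1% to 66.5%). The cardiac list had 7 of 41 (11.1 expected), with the calcium release channel gene ryr2a at 82.8% in fresh and 98.5% in stored sperm, and the homeobox list 15 of 84 (14.9 expected), with pbx1b (69.0% to 43.8%), pax5 (67.0% to 47.4%) and msx1a (46.7% to 27.8%) lower after storage, among 14 hyper and 15 hypo regions of that list. Notch and Wnt genes had 15 of 37 (12.3 expected), where lrp6 was higher and the adherens junction gene ctnna1 (83.5% to 59.3%) and axin1 (62.8% to 43.1%) were lower.

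In the chromatin list 11 of 37 sperm genes held a region (11.6 expected), including setd2, a histone H3 lysine methyltransferase gene (63.4% to 50.9%), and kdm5c (86.4% to 97.9%). Germ line genes had 6 of 23 (5.24 expected), with tdrd9 of the piRNA pathway at 78.0% and 98.7%. Blood genes had 2 of 12 (2.59 expected), with slc4a1a at 82.7% and 96.0%. The circadian list had 4 of 11 (4.25 expected; timeless 97.8% to 81.6%, cry1b 86.9% to 97.1%), the immune list 10 of 73 (10.3 expected) and maternal and yolk genes 2 of 15 (1.37 expected). Heat shock genes had 10 of 54 (9.93 expected; dnajc17 98.8% to 78.6%, dnajc5b 82.2% to 97.8%), with 9 hyper and 5 hypo regions. Vision genes had 8 of 39 (5.61 expected; opn4a 61.001% to 40.7%), antioxidant genes 1 of 19 (1.76 expected), DNA repair 5 of 34 (8.45 expected; atm 87.4% to 97.8%, atr 98.7% to 88.4%), methionine cycle 2 of 13 (3.23 expected; methionine synthase gene mtr 87.4% to 98.4%) and ribosome and proteasome genes 12 of 74 (10.3 expected). None of the 19 lists passed an adjusted p of 0.05 against genes of the same length in the permutation test, and 0 passed at an unadjusted p of 0.05. Without length matching, axon guidance, cell adhesion, synapse and ion channel genes passed in Fisher exact tests, with 2.52, 2.48, 2.30 and 2.04 times the expected number. A Fisher exact test of the balance of hyper and hypo regions against other genes passed in 0 of 19 lists, before or after adjustment, but lists with few regions could not have passed.

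Sperm regions lay in gene bodies about as often as random positions did, and less often close to gene ends. Gene bodies held 58.7% of placed regions against 59.3% ± 0.256 (SD over placements; permutation p = 0.026), and flanks 3.73% against 4.82% ± 0.112 (permutation p = 0.002, the smallest that 1000 placements can give). Among differences of at least 0.2 the flank share was instead 1.19 times the random share (permutation p = 0.0398). Placement was uniform in base pairs, without regard to where CpGs lie.

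In embryos obtained with stored sperm, hyper and hypo regions were nearly balanced. The list held 39021 regions, 19669 hyper and 19352 hypo, a hyper share of 50.4% (49.9 to 50.9). Hyper regions had a median of 81.4% in embryos from fresh and 94.6% in embryos from stored sperm, and hypo regions 94.96% and 81.9%. The share was 49.7% (49.1 to 50.3) at levels of at least 75%, 52.8% (51.6 to 53.9) between 25% and 75%, and 53.2% (50.6 to 55.9) below 25%. Changes were as small as in sperm, with a median of 12.5 points, and 9534 regions (24.4%) had a p-value below 0.001 in the authors' deposited table.

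Among embryo regions in named genes, chosen in the same way, the largest gain was in rabac1, a gene of vesicle transport (A16, 3484445 to 3484501), which had 19.3% with fresh and 64.3% with stored sperm. The synaptic adhesion gene nrxn2b (B7, 1791136 to 1791230) had 46.4% and 90.3%, and the flank of the ribosomal protein gene rpl10a (B8, 11826872 to 11826910) 42.6% and 85.8%. Other gains were in the zinc finger gene bnc2 (39.2% to 77.4%), in crim1 (47.3% to 83.6%), in the receptor tyrosine kinase gene alk (28.3% to 62.8%) and in the cohesin gene rad21b (41.8% to 76.2%). The largest loss among these regions was in mvda, a gene of the mevalonate pathway (A18, 12161453 to 12161491), from 68.1% to 20.4%, and another was in nags, whose enzyme makes the activator of the urea cycle (B3, 30884538 to 30884587), from 92.4% to 52.3%. The phospholipase gene plcd3b (A5) appeared in both directions, from 61.3% to 97.2% at 5303056 to 5303093 and from 90.8% to 50.0% at 5310904 to 5310968. Lower levels were also listed in pdlim5b (87.0% to 48.8%), in the histone deacetylase gene hdac9b (70.7% to 35.8%), in fhod3a (71.7% to 37.5%, at another site than in sperm), in paqr6 (55.0% to 20.99%) and in tnrc6c1 of the microRNA silencing machinery (58.5% to 24.9%). In these regions the share of value pairs in the region's direction, read as in sperm, ran from 78.0% in hdac9b to 99.7% in crim1 (nrxn2b 80.6%).

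Embryo regions reached 10269 of 41870 protein-coding gene bodies. Axon guidance genes had 31 of 52 (31.2 expected at the same length), with plxna3 (63.9% to 84.8%), sema6e (6.82% to 23.9%) and robo2 (94.6% to 78.2%). Cell adhesion had 37 of 53 (33.7 expected), where nrxn2b was higher and tenm2b (48.3% to 14.7%) and nlgn3a (87.7% to 59.2%) were lower, and the synapse list 24 of 47 (25.8 expected), with grin2ab (83.3% to 57.3%), grik4 (78.6% to 96.0%) and gabbr1a (70.975% to 87.9%). Ion channel genes had 34 of 85 (38.4 expected), with cacng2b (28.0% to 54.8%), kcnma1a (70.6% to 96.6%) and kcna4 (73.1% to 47.5%), and the cardiac list had 9 of 41 (10.5 expected), with mef2cb (82.9% to 98.2%) and ryr2b (97.9% to 85.7%). The homeobox list had 8 of 84 genes against 14.0 expected, the only list with an unadjusted permutation p under 0.05 (p = 0.0396, adjusted p = 0.678), with msx1a (47.4% to 27.3%). Notch and Wnt genes had 15 of 37 (11.7 expected), with axin1 (81.4% to 50.9%), ctnnd2a (64.6% to 40.3%) and ctnna1 (79.5% to 55.6%) lower in embryos from stored sperm, among 21 hyper and 25 hypo regions of that list. The chromatin list had 15 of 37 (10.9 expected), with hdac9b lower and setd2 (50.2% to 71.03%) and kdm2aa (75.5% to 94.4%) higher. The embryo regions given for nlgn3a, kcnma1a and axin1 lay at other sites than the sperm regions given for these genes.

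Of the remaining lists in embryos, germ line genes had 5 of 23 (4.85 expected). In that list spata17 was higher (24.99% to 42.5%), among 1 hyper and 6 hypo regions. Blood genes had 0 of 12 (2.49 expected), circadian genes 4 of 11 (4.05 expected; clocka 98.0% to 86.3%) and immune genes 12 of 73 (9.70 expected; irf3 61.02% to 79.7%). Heat shock genes had 7 of 54 (9.27 expected; dnajb14 84.4% to 95.4%), maternal and yolk genes 2 of 15 (1.27 expected), vision genes 4 of 39 (5.23 expected; opn4a 73.4% to 50.1%) and antioxidant genes 2 of 19 (1.66 expected). DNA repair had 9 of 34 (7.88 expected; ercc6 95.6% to 82.8%), the methionine cycle 2 of 13 (2.95 expected; mtr 89.3% to 99.5%), and ribosome and proteasome genes 9 of 74 (9.55 expected; eif3c 84.6% to 98.4%). The opn4a and mtr regions lay at other sites than those given in sperm. No embryo list passed an adjusted p of 0.05 against genes of the same length in the permutation test (0 of 19, 1 at an unadjusted p of 0.05). Without matching 6 passed in Fisher exact tests, which were axon guidance, cell adhesion, synapse and ion channel genes above and homeobox and ribosome and proteasome genes below expectation. The test of hyper against hypo regions passed in 0 of 19 lists, before or after adjustment, with the same limit for lists with few regions.

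**Figure D2:**
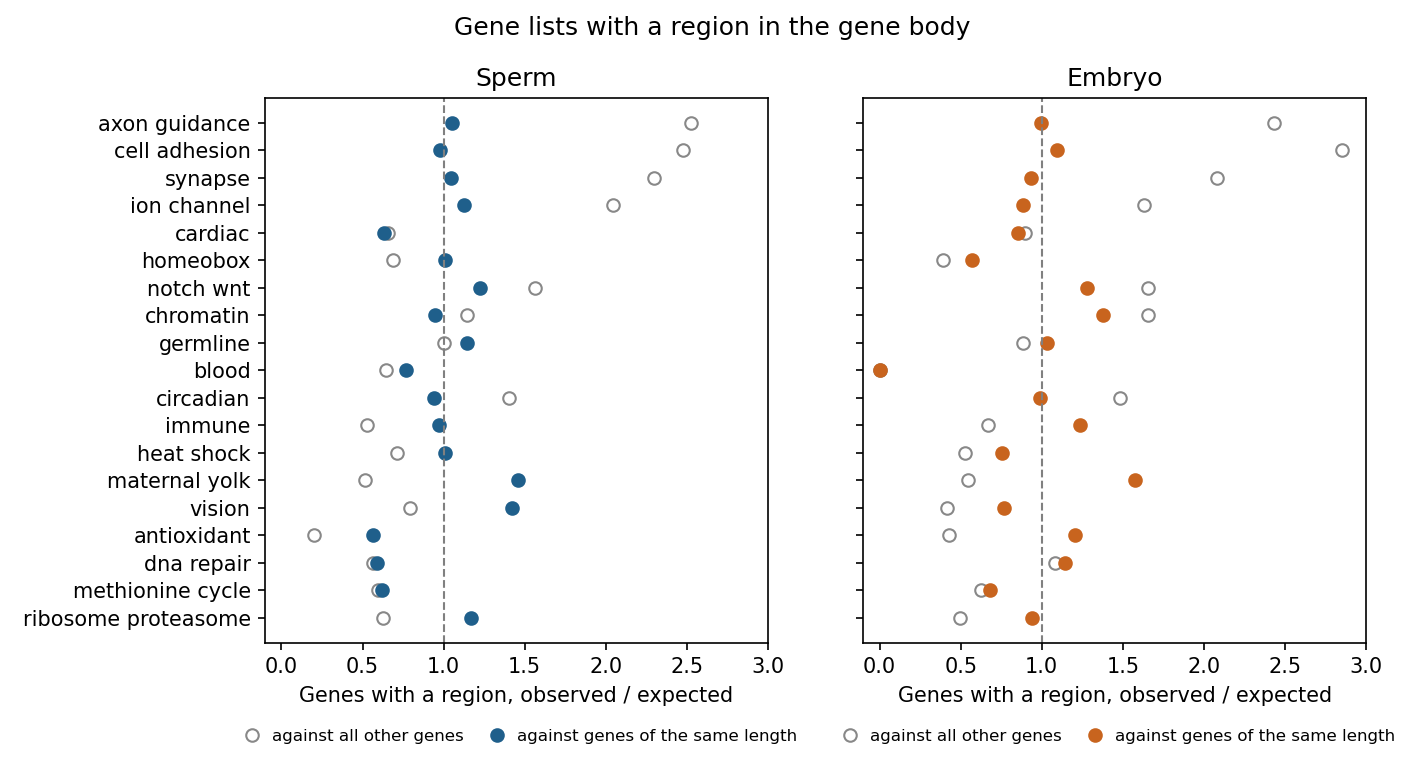
Number of genes with a region in the gene body over the expected number, for 19 gene lists in sperm and embryos. Open circles compare with all other protein-coding genes and filled circles with genes of the same length; the ratio of axon guidance genes in sperm was 2.52 in the first comparison and 1.05 in the second.

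In embryos the gene body share was 57.1% against 59.1% ± 0.261 at random positions, and the flank share 3.86% against 4.83% ± 0.117 (SD over placements; permutation p = 0.002 for each, the smallest possible). As in sperm, the flank share turned above random, to 1.23 times (permutation p = 0.010, the smallest that 200 placements can give), among differences of at least 0.2. The A and B subgenomes, which stem from the 2 ancestors of the allotetraploid carp, carried regions at like density. Sperm had 24.3 ± 2.86 regions per Mb on A and 24.7 ± 2.52 on B chromosomes (SD over 25 chromosomes; sign-flip permutation p = 0.523), and embryos 23.2 ± 3.09 and 23.2 ± 2.48 (p = 0.949). The mean difference between A and B was -0.443 ± 3.41 per Mb in sperm and -0.0412 ± 3.24 in embryos (SD over 25 pairs).

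The balance of directions differed between sperm and embryos. The hyper share was 11.6 points higher in sperm (odds ratio 1.61, two-sided Fisher exact test on regions, p = 2.54e-240), a test that treats regions as independent. With a difference of at least 0.2 it was instead lower in sperm, by 44.9% against 52.4%, and the same held at a 2-fold change and at 10 or more CpGs.

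Whether regions that changed in stored sperm changed in the same direction in the embryos was examined in 3363 overlapping pairs. These involved 3262 sperm regions (7.95%) and 3252 embryo regions (8.33%), where random placement of the embryo regions gave 212.0 ± 14.5 (SD over 1000 placements, highest 266), a ratio of 15.3 (permutation p = 0.002, the smallest possible). Random positions were uniform in base pairs, whereas a region can be listed only where at least 5 CpGs lie close together. The ratio may therefore overstate the excess over lists drawn from the same possible places. Direction was the same in 1641 pairs, or 48.8% (47.1 to 50.5), where 49.9% were expected for independent directions (Fisher exact test, p = 0.226). There were 792 pairs hyper in both, 849 hypo in both, 767 hyper in sperm and hypo in embryos, and 955 hypo in sperm and hyper in embryos. Across these pairs, which are not independent replicates, the differences had a correlation of -0.0180 (Pearson) and -0.0185 (Spearman), while the levels of the fresh groups had 0.799 and 0.777. Among pairs with p below 0.001 in both of the authors' deposited tables, 326 of 646 agreed, or 50.5% (46.5 to 54.4).

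**Figure D3:**
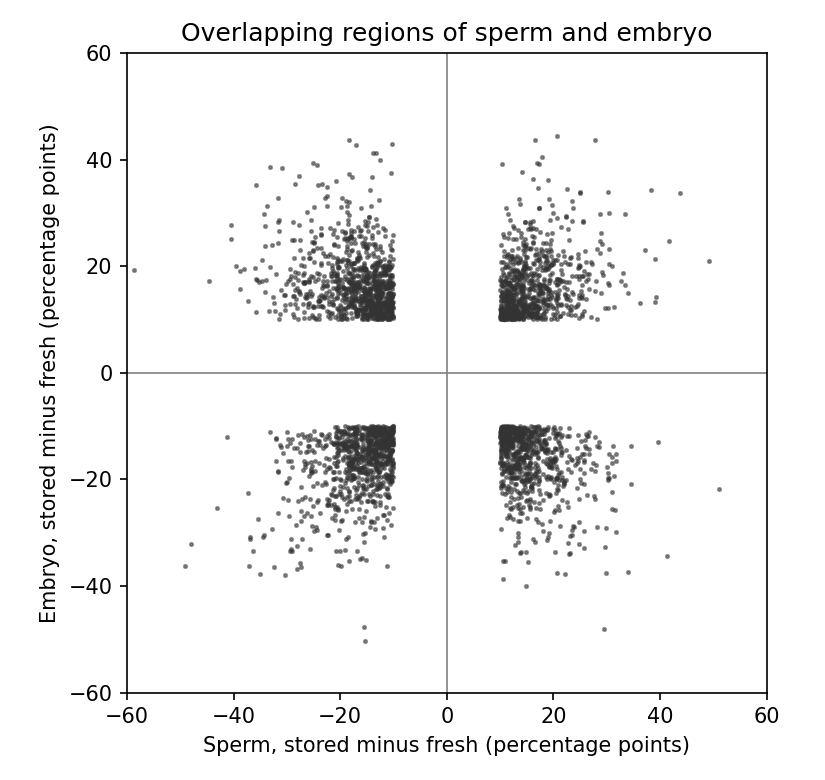
Stored minus fresh methylation in embryos against that in sperm, in percentage points, for the 3363 overlapping pairs of regions, 1 point per pair. The empty cross comes from the minimum difference of 10 points in the lists; pairs fall in all quadrants, with 48.8% in the quadrants of like direction.

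Pairs chosen because their directions agreed, which independent directions also give in 49.9% of pairs, included regions in commd10 and ubtd2. The commd10 region gained in sperm (24.4% to 62.7%) and, overlapping it at 534386 to 534421 on A8, in embryos (29.3% to 63.5%). In ubtd2 on A21 the level was lower in both, from 62.9% to 27.9% in sperm (19219713 to 19219811) and from 97.7% to 60.0% in embryos (19219731 to 19219749). Of the other 10 pairs with the largest agreeing differences, 4 lay between genes and the rest in genes known by a locus number. The next 4 genes were picked after their values were seen. The homeobox gene msx1a (A14) was lower in both tissues over 29966223 to 29966421 in sperm and 29966279 to 29966340 in embryos, and ctnna1 (B14) over 13053140 to 13053282 and 13052971 to 13053325. The opposite was listed in tenm2b (A21), higher in sperm over 15446447 to 15446598 and lower in embryos over 15446494 to 15446563, and in setd2 (B16), lower in sperm over 11188049 to 11188242 and higher in embryos over 11188173 to 11188260.

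At the level of genes, 12443 genes held a sperm region in the gene body (9312 hyper, 5834 hypo, 2703 of them both) and 11796 an embryo region (7305 hyper, 7266 hypo, 2775 both). Hyper genes of sperm and embryos shared 3391 members against 2942 expected for genes of the same length (ratio 1.15), and hypo genes 2517 against 1965 (1.28). In the lists as deposited, the only setting computed for opposite directions, genes of opposite direction were shared to a like degree, with 3379 hyper in sperm and hypo in embryos (1.15) and 2545 the other way (1.30). For flanks the same-direction counts were 97 (3.66 times expected) and 119 (6.93), and the opposite ones 89 (3.44) and 112 (6.41). Each of these 8 overlaps had a permutation p of 0.0002, the smallest that 10000 draws can give, and simulated lists that are independent at a given length were called in 10.0% of pairs. Of 3108 genes with a single direction in each tissue, 49.7% (48.0 to 51.5) had the same direction in both (Fisher exact test, p = 0.679), and of 315 such genes for flanks 52.4% (46.7 to 58.0; p = 0.361).

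The study singled out 10 genes as common to its methylation results on these samples and to its expression differences in embryos, so their regions are no independent evidence of direction. Its directions are not all found here. It gave embryo methylation as up in nbeal1 and down in notch1, and sperm methylation as up in the cops6 promoter. None of these was listed here. For cops6 in embryos its list of common genes gave down and its text an increase, and the flank regions here were higher. It gave chd7 as down in the sperm gene body and up in embryos, and flnb as down in embryos. In each of these cases regions of both directions were listed here. For itgb1, huwe1, baz2a, birc6 and tjp2a the embryo regions below have the direction it gave. In baz2a, a chromatin remodelling gene on A23, overlapping regions were lower in both tissues, from 34.8% to 18.4% in sperm (5046640 to 5046973) and from 39.4% to 28.2% in embryos (5046934 to 5047081), with p = 0.00118 and p = 1.98e-05 in the authors' deposited tables. The remodeller gene chd7 (A2) held 3 hyper and 1 hypo regions in sperm and 2 hyper and 3 hypo in embryos. In itgb1, an integrin gene on A2, 1 sperm region was lower (96.3% to 85.4%) and 2 embryo regions were higher (71.1% to 88.1% and 86.2% to 98.9%). The receptor gene notch1 (A21) held 1 lower region in sperm (97.2% to 85.6%) and none in embryos, and the ubiquitin ligase gene huwe1 (A23) 2 lower regions in embryos (90.0% to 77.1% and 99.0% to 84.6%) and none in sperm. In birc6 (B17) 1 sperm region was higher (60.4% to 92.0%) and 2 embryo regions lower (99.2% to 87.2% and 97.4% to 86.8%). In nbeal1 (A6) sperm had 2 hyper and 1 hypo regions and embryos 1 hypo (96.1% to 85.1%), tjp2a (B10) had 1 hypo region in embryos (96.0% to 80.9%), and flnb (A11) had 1 hyper (79.6% to 94.1%) and 1 hypo (93.2% to 68.6%) in embryos. For the signalosome gene cops6 (A14) no gene body region was listed, and 2 embryo regions in its flank were higher (70.1% to 81.0% and 60.3% to 85.3%).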

Values the study reported

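The study reported 24,583 DMRs between aged and fresh sperm, 14,600 of them hypermethylated and 9983 hypomethylated, and 26,109 DMRs in the embryos, with 13,030 hypermethylated and 13,079 hypomethylated. It linked 7625 genes to the sperm regions and 7855 genes to the embryo regions. For gene bodies it gave 990 hypermethylated and 753 hypomethylated genes common to sperm and embryos, and for promoters 67 and 66. Its stated bisulphite conversion rate was above 99.45%, and its average CpG methylation was about 93%. By an enzyme-linked immunosorbent assay, the study also reported more global DNA methylation in stored than in fresh sperm, and no difference between the embryos.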

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

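The tests in this part that weigh explanations were chosen after the levels and directions had been seen, as were the splits by methylation level.

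The balance of hyper and hypo regions differed between sperm and embryos over the same contrast, by a test of the difference itself. Over all regions the hyper share was 11.6 points higher in sperm (odds ratio 1.61, 95% interval 1.56 to 1.65). At levels of at least 75% it was 17.7 points higher (odds ratio 2.09, 2.03 to 2.16), while between 25% and 75% the difference was -10.2 points (Fisher exact test, adjusted p = 3.17e-36) and below 25% it was -9.96 points (adjusted p = 3.07e-07), so that the sign turned with the level. These tests treat regions as independent.

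In stored sperm, hyper regions were in excess at high methylation and hypo regions at low and intermediate methylation. Incomplete bisulphite conversion in the stored libraries would raise apparent methylation most where true methylation is low, yet only 43.3% (40.6 to 46.0) of sperm regions below 25% were hyper. In the lowest bin, under 10%, the share was 51.4% (43.9 to 58.9) of 181 regions, so that bin alone does not decide it. Every listed region differed by at least 0.1, and the conversion rate quoted from the study leaves little room for a library-wide deficit of that size. These shares are therefore a weak test of incomplete conversion. More scattered values in the fresh libraries were taken to leave regions near the middle of the scale balanced, yet 40.7% (38.8 to 42.5) of the 2787 regions between 40% and 60% were hyper. This prediction assumes that the mean of the group levels is the true level, which could not be checked. More scattered values in the stored libraries were not tested, so unequal scatter stays open there. Above 75%, where scatter lowers a level more easily than it raises it, more scatter in the fresh libraries could give the 67.4% hyper seen. Such scatter cannot be told apart from a change during storage. The depth per region and the values per library are not in the tables used here. An effect of storage stays open and untested for the whole pattern.

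Sperm and embryo lists overlapped 15.3 times as much as random placement gave (5.99 to 173 times under the alternatives), without a shared direction. Neither random placement nor displacement took account of where CpGs lie, so part of this excess may come from the places where a region can be listed at all. A candidate explanation is that both lists draw on the same variable regions, which needs an agreement near 49.9%, and the agreement was 48.8%. Lists drawn from the same possible places would give the same agreement, so it does not tell these accounts apart. A change carried from stored sperm into the embryos was taken to need an agreement of at least 55%. This cut was chosen after the data were seen. The upper bound over all pairs was 50.5%, so such a change does not account for the overlap as a whole. The pairs involved only 7.95% of sperm regions, and the median absolute sperm difference was 12.4 points. A carried change diluted by the egg's DNA could therefore fall below the minimum difference of the embryo list and form no pair. Carry-over outside the pairs was thus not tested. Carry-over also stays open for the 272 pairs with a difference of at least 0.2, where the interval was 45.0 to 57.2%.

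Neural, adhesion and ion channel lists held more genes with a region than other genes did. Gene length could account for this: the 8 calls made above expectation without matching had a median ratio of 2.37 (1.63 to 2.85), and against genes of the same length it was 1.02 (0.886 to 1.13) with 0 calls left. No biological explanation of this pattern was tested.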

How the results depend on the processing

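Among summary results, 87 recomputed values met the criterion for their kind and 49 did not. The criterion was the same side of the threshold for a test, with the same direction where it was passed, the 95% interval of the original value for a share without a test, and 1.5 times for a count. The splits at a mean level of 0.75, the displacement by 5000 to 50000 bp, the 100 length bins and the named-gene background were chosen after seeing the data. No paired analysis was possible because the tables hold 1 value per group and carry no replicate numbers, and for the same reason no replicate could be left out and no other split of the samples tried. Definitions by CpG position, strand or exon were not run for want of a sequence and strands, and a minimum difference of 0.1 removes no region. Depth per region is not in the tables used here.

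Counts of regions fall because fewer regions enter. With p below 0.001 there were 9641 in sperm and 9534 in embryos, with a difference of at least 0.2 3804 and 3896, at a 2-fold change 1618 and 1640, with at least 10 CpGs 4925 and 5061, and under a level of 0.75 8929 and 8953. The sperm hyper share in that order was 57.2%, 44.9%, 41.4%, 45.5% and 42.7%, and 67.4% from 0.75 up. The embryo share was 52.4% with a difference of at least 0.2, 52.4% at a 2-fold change, 52.9% with at least 10 CpGs, 52.8% under and 49.7% above the level of 0.75. Sperm minus embryo turned to -7.49 points with a difference of at least 0.2, -11.0 at a 2-fold change, -7.35 with at least 10 CpGs and -10.2 under a level of 0.75. The cause was not tested beyond the split by level, in which regions of at least 0.2 were 54.9% hyper at high and 41.9% at intermediate levels.

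Overlapping pairs numbered 1020 at 50% reciprocal overlap, 8223 within 500 bp, 2105 with p below 0.01, 646 with p below 0.001, 272 with a difference of at least 0.2, and 1180 above and 1808 under a level of 0.75. Their ratio to random placement, 15.3 as deposited, stayed above 1 in each setting in which it was computed but ranged widely: 5.99 within 500 bp, 13.03 with displacement, 14.6 without unplaced sequence, 18.3 with p below 0.01, 49.4 with p below 0.001, 163.5 with a difference of at least 0.2, and 8.89 from a level of 0.75 up and 173 under it. Agreement of direction passed its test under none of these. With a difference of at least 0.2, genes with a region in the body fell to 800 (hyper) and 940 (hypo) in sperm and 925 and 836 in embryos, and flank genes to 132, 153, 153 and 156; with 2 kb flanks these were 2763, 1826, 2254 and 2225. Genes shared in the same direction stayed above expectation in every setting run, but their ratios rose with a difference of at least 0.2, from 1.15 to 2.93 (hyper) and 1.28 to 3.82 (hypo) for gene bodies and from 3.66 to 40.6 and 6.93 to 18.1 for flanks. Genes shared in opposite directions were not recomputed. Lists past an adjusted p of 0.05 went from 0 to 4 in sperm and to 6 in embryos without length matching, and stayed at 0 in the other settings run; of single lists, 218 values kept their call and 10 gained one, all without matching. The gene body share in sperm lost its call at p below 0.01 (ratio 0.994), and the flank ratio turned to 1.19 in sperm and 1.23 in embryos with a difference of at least 0.2; the cause was not tested.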

Other observations

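Regions were not spread evenly over kinds of genes. Against genes of the same length, long non-coding RNA genes held regions 1.22 times as often in sperm (752 of 5491) and 1.249 times in embryos (740), and pseudogenes 0.756 and 0.751 times (permutation p = 0.0002 for each, the smallest that 10000 draws can give). Ribosomal RNA genes had 8 of 265 with a sperm region against 2.47 expected (adjusted permutation p = 0.0096), and 6 against 3.22 in embryos (adjusted permutation p = 0.317). Immunoglobulin-type V segments had 5 of 237 in sperm against 10.7 expected (adjusted permutation p = 0.040) and 6 against 11.0 in embryos (adjusted permutation p = 0.155). These classes, and the windows named next, were chosen after the data were seen. The sperm list was densest in a window of 100 kb on A9 (30400001 to 30500000), with 23 regions, 9 hyper and 14 hypo, against a mean of 2.47 per window. The same window held 19 embryo regions, 14 hyper and 5 hypo. The densest embryo window was the start of B13 (1 to 100000), where 12 hyper and 12 hypo regions lay among 11 genes that were mostly ribosomal RNA genes.

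Some regions separated stored from fresh values completely when the deposited p-values are read as rank sums. There were 30 in sperm (14 hyper, 16 hypo) and 32 in embryos (19 hyper, 13 hypo). With the rank order assumed to follow the difference of means, the median region had 78.2% of value pairs in its direction in sperm and 77.8% in embryos. In il1rapl1a on B9 (14330005 to 14330027), for example, embryos went from 4.78% to 35.2%.

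With the 2-fold change, at least 5 CpGs and p below 0.05 that the methods state, the lists here held 1618 sperm regions (670 hyper, 948 hypo) and 1640 embryo regions (859 hyper, 781 hypo). Both totals, and each direction, are lower than the values quoted from the study above. Without the 2-fold change the lists held 41022 and 39021 regions, and these totals are higher than the values quoted from the study above. Whether these lists are the ones behind the quoted counts is not known, and their p-values take the form of a rank-sum test where the methods name a Fisher test, so the counts are not like for like. Genes on placed chromosomes with a region of 2-fold change in the gene body in both tissues numbered 59 hyper and 60 hypo. These are lower than the values quoted from the study above, under the same doubt.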
